A study of Homo sapiens with 9 samples. Its data were reported in "Evaluation of the Genetic Response of U937 and Jurkat Cells to 10-Nanosecond Electrical Pulses (nsEP)" (2016).

How the data were processed

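Jurkat cells, an established human T lymphocyte line, were measured on Affymetrix human genome expression arrays with 54675 probe sets. The series held 9 arrays in 3 groups of 3, which were sham exposed cells, cells exposed to nanosecond electrical pulses (nsEP) and heat shocked cells. Groups were taken from the sample titles, which call the samples biological replicates and number them 1 to 3 in each group. All RNA was taken 4 h after exposure. The nsEP exposure was 100 pulses of 10 ns at 150 kV/cm.

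The deposited table held log2 values that the authors made by taking the log2 of the MAS5 signal, the name given in the submitters' processing notes. MAS5 summarises the perfect-match and mismatch probes of a probe set into 1 signal and scales each array to a common trimmed mean. When the values were turned back to signals and the lowest and highest 2% were left out, the mean was 500.1 on each of the 9 arrays. The values had not been quantile normalized, dim probe sets had not been removed, and detection calls were not used here. Such signals have no common noise floor, and the scatter of dim probe sets is wide on the log2 scale. The median SD within groups was 1.09 in the dimmest quartile of probe sets and 0.24 in the brightest quartile.

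A probe set was named through the platform's probe table, with symbols checked through their gene identifiers. Of the 54613 probe sets left after 62 Affymetrix control probe sets were set aside, 41091 had 1 gene symbol, 1801 had several and 11721 were not listed with a gene. Probe sets with several symbols named no gene. The 41091 gave 19775 genes, and a gene stood for its probe set with the highest mean log2 signal over the 9 arrays.

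The comparisons were nsEP against sham, heat shock against sham and nsEP against heat shock. All 9 arrays entered 1 fit with limma 3.58.1 in R 4.3.3, with 1 mean per group, a prior variance that followed the signal, two-sided moderated tests and Benjamini-Hochberg adjustment over the 54613 probe sets. A probe set was called at an adjusted p under 0.05. The methods' t-test on the 6 arrays of a comparison was also run at the thresholds stated in the study, a p of 0.05 or less with a log2 ratio of 2 or more in size. This p was taken here as unadjusted, which the study does not state. It gave the study's counts for nsEP, 215 higher and 206 lower. After Benjamini-Hochberg adjustment of the same t-test 0 passed (smallest adjusted p 0.369). The study's methods describe a Benjamini-Hochberg adjustment, and a Bonferroni correction to identify significant genes. With 3 arrays against 3, an exact permutation test of 1 gene cannot go below p = 0.1. The number of arrays limits the precision of every value.

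In all, 31 gene lists were fixed before the data were examined. They covered immediate early transcription factors, MAPK phosphatases and feedback inhibitors, heat shock chaperones, the unfolded protein response of the endoplasmic reticulum, the integrated stress response under ATF4, NRF2 antioxidant genes, p53 targets, NF-kB targets, T cell activation through calcium and NFAT, hypoxia and glycolysis, cholesterol synthesis and uptake, the actin cytoskeleton with YAP or SRF targets, calcium channels and phosphoinositide signalling, membrane repair and phospholipid scrambling, the G2 and M and the G1 and S parts of the cell cycle, apoptosis regulators, cytosolic ribosomal proteins, nuclear encoded oxidative phosphorylation and reference genes. A pair of lists held genes of the proteins on the bead panels of the study, for oxidative stress and for MAPK signalling. Markers of T cell identity, myeloid cells and B cells and genes restricted to other organs were included as markers of cell types. The remaining 5 lists held genes that the study had itself picked from these samples, and are not independent evidence. Lists were tested with camera at its preset correlation of 0.01 between genes, with camera at an estimated correlation, and with fry, which tests whether the genes of a list move on balance one way or, in its mixed form, in either direction, without setting them against other genes. List p-values were adjusted over the 31 lists of a comparison. The number of members past the threshold was counted over all probe sets and adjusted over the list alone.

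The rule for named genes was fixed before the data were examined. For each comparison the text names up to 10 genes with the largest rise and 10 with the largest fall among those past adjusted p 0.05 whose 3 arrays of 1 group all lay above the 3 of the other and whose higher group had a mean signal at or above the median of all probe sets. Where fewer passed, genes with the smallest unadjusted p under the other conditions were given as values only. From each list the text names up to 4 members with the largest log2 ratio among those past the threshold, or up to 2 with the smallest p as values. FOS, EGR1, EGR4, JUN, DUSP10, DUSP16, ATF3, HPRT1, HSPA6, DNAJB1 and HMOX1 were named whatever their values, and the text may leave out a gene that the rule names. Any other gene named is said to have been chosen after its values were seen. Genes fixed in the lists for which no probe set of their own was found are not analysed here.

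The alternatives tried were quantile normalization, centring each array on its median, adding 32 signal units before the log2, leaving out probe sets below the median signal, a prior variance without the trend, array weights, fitting only the 6 arrays of a comparison, the replicate number as a block, the methods' t-test with Benjamini-Hochberg adjustment, averaging the probe sets of a gene, and leaving out each array in turn. Scaling to the poly-A spike-in controls and the heat shock count without nsEP replicate 3 were added after the data were seen. The fit was tested on simulated data with the spread of the real probe sets. In the simulated comparison of nsEP with sham over 54613 probe sets, 12% of probe sets changed by a log2 ratio of 1 were recovered, 38% at 2, 68% at 3 and 72% at 4, and among those at or above the median signal 21.4%, 81.8%, 96.2% and 100%. In the simulated comparison of heat shock with sham the shares were 12%, 36%, 60% and 82%. False calls made up 3.06% and 4.04% of the calls, 3 of 98 and 4 of 99. With 50 probe sets changed at each size, these few calls do not fix the rate of false calls in the real data.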

Results

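Transcript levels were measured in Jurkat cells, a human T lymphocyte line grown from a leukaemia, on 9 arrays of 54675 probe sets. The groups were 3 sham exposed samples, 3 samples exposed to 100 electrical pulses of 10 ns at 150 kV/cm and 3 heat shocked samples, all called biological replicates in the labels. Nanosecond electrical pulses (nsEP) are high field pulses too short to charge the cell membrane as longer pulses do, and heat shock served as a second kind of stress. The median log2 signal was 6.39 ± 0.06 in sham, 6.37 ± 0.11 in nsEP and 6.70 ± 0.03 in heat shocked samples (SD, n = 3 each). After heat shock the median probe set was 0.18 higher on the log2 scale than in sham, with 0.45 in the dimmest quartile of probe sets and -0.03 in the brightest, and list medians are therefore also given relative to all genes. The array of nsEP replicate 3 stood apart from the other 8. It lay at 59.8 on the second principal component, which held 14.3% of the variance, where the others lay between -41.2 and 28.3.

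The comparison of nsEP with sham asks which transcripts differ in the cells sampled after the pulses. The study reported that most Jurkat cells were no longer viable after nsEP, also at the time the RNA was taken. Whether the differences below, or their absence, reflect surviving or dying cells was not tested, and these arrays cannot tell. After nsEP 6 of 27 immediate early genes rose, a group that codes mostly for transcription factors switched on within minutes of a stimulus. FOS rose by 7.27 ± 0.40 on the log2 scale (SE of the fit, n = 3 against 3), from 3.07 ± 0.67 in sham to 10.34 ± 0.85 (SD, n = 3), and EGR1 rose by 4.94 ± 0.27, 30.7-fold. FOSB rose by 3.58 ± 0.34, JUN by 3.47 ± 0.16 and JUND by 1.31 ± 0.19, all of them partners in the AP-1 transcription factor. DUSP16, a phosphatase that switches off the stress kinases JNK and p38, rose by 3.83 ± 0.37, and ATF3, a stress-induced repressor, by 2.30 ± 0.21. RGS2, a brake on G protein signalling, rose by 2.02 ± 0.27, CHAC1, a glutathione degrading enzyme of the ATF4 programme, by 1.95 ± 0.27, and RNA45SN5, the precursor of ribosomal RNA, by 1.60 ± 0.16. The probe set of RNA45SN5 was not shown to separate the precursor from mature ribosomal RNA, whose 28S 5 prime control probe set rose by 1.70. The falls were fewer. The transcript listed under MIR142, a microRNA gene of blood cells, fell by 1.41 on the log2 scale (SE 0.19), and ST3GAL2, a sialyltransferase, fell by 1.14 (SE 0.17), although other probe sets of ST3GAL2 reached 0.50. The sham means of FOS, FOSB and DUSP16 lay in the dimmest quartile of probe sets, so the size of their rise rests on a signal not shown to be above background. With 32 signal units added it was 5.02 for FOS, 2.34 for FOSB and 2.44 for DUSP16, all past the threshold.

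Adjusted p-values were 3.25e-06 for FOS and EGR1, 1.02e-06 for JUN, 0.000729 for FOSB, 0.000972 for DUSP16 and 0.000592 for ATF3. They were 0.0184 for RGS2, 0.0214 for CHAC1, 0.00117 for RNA45SN5, 0.0310 for JUND, 0.0203 for MIR142 and 0.0375 for ST3GAL2. Of the probe sets of a gene, 4 of 4 passed for JUN, 3 of 3 for EGR1, 1 of 3 for ATF3, 1 of 4 for DUSP16 and 1 of 4 for JUND, whose others reached down to -0.22. When 1 array was left out, the calls on MIR142 (adjusted p = 0.0509 to 0.156) and ST3GAL2 (0.0639 to 0.248) ended with each of the 6 arrays. The call on JUND ended with 5 of them, each except nsEP replicate 1 (0.0639 to 0.209), on RGS2 with sham replicates 1 and 2 and nsEP replicates 2 and 3 (0.0614 to 0.157) and on CHAC1 with sham replicates 1 and 3 and nsEP replicates 2 and 3 (0.0639 to 0.207). DUSP10, another phosphatase of stress kinases, had a log2 ratio of 1.55 ± 0.28, 2.93-fold, at an adjusted p of 0.0904, and its second probe set passed with 1.82. EGR4 had 0.21 ± 0.33 at its brightest probe set (adjusted p = 0.955) and 4.47 at another, which passed (adjusted p = 0.0184), but whose sham mean of 2.07 lay in the dimmest quartile and which had 1.78 with 32 signal units added (adjusted p = 0.0658). HSPA6, a strictly inducible chaperone, had 1.39 ± 0.30 (adjusted p = 0.208), DNAJB1, its cochaperone, 0.40 ± 0.14 (0.585), HMOX1, which degrades heme, 0.59 ± 0.32 (0.784), and HPRT1, a reference gene, 0.03 ± 0.15 (0.988). Among further falls that did not pass, NACA4P had -1.43 (adjusted p = 0.0557).

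**Figure D1:**
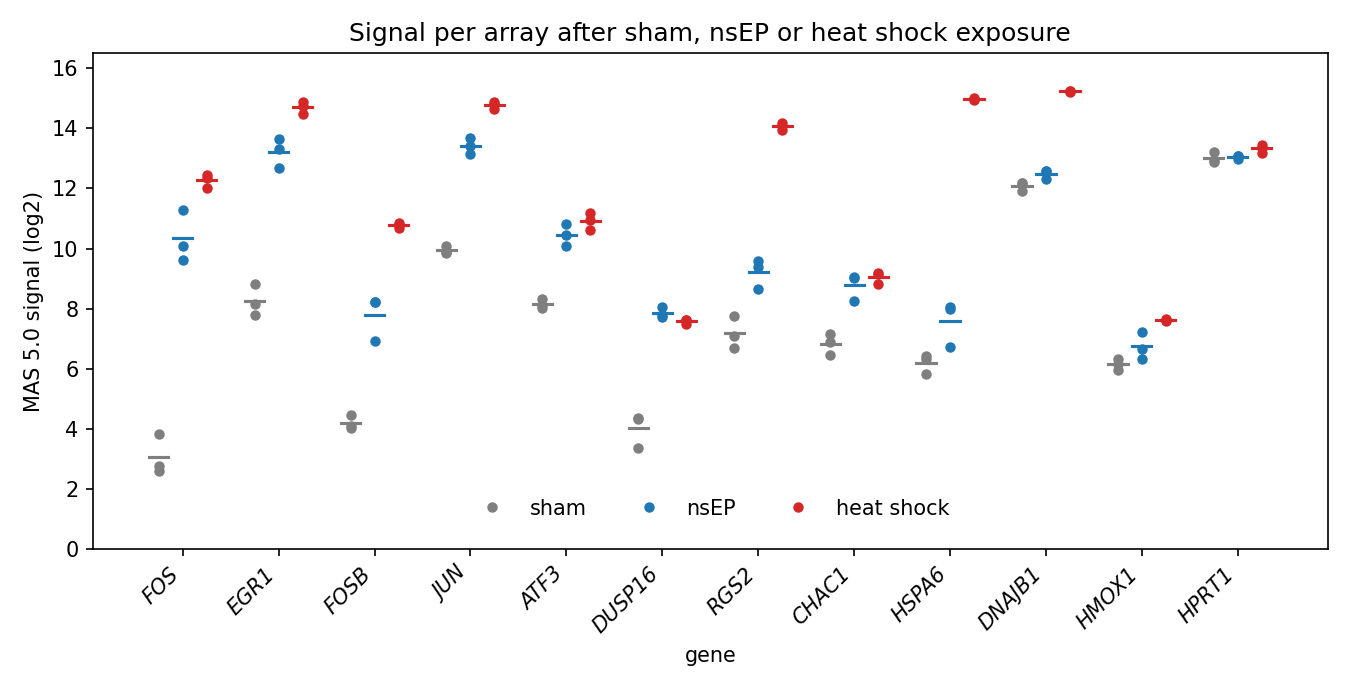
Log2 signal of 12 named genes, from FOS to HPRT1, on each array, grouped as sham, nsEP and heat shock; dots are arrays and lines are group means. FOS had a mean of 3.07 in sham and 10.34 after nsEP, while HPRT1 differed by 0.03 between these groups.

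In all, 28 probe sets were higher and 4 lower after nsEP, which stood for 22 and 2 genes at any of their probe sets. At an unadjusted p under 0.05 there were 3821 probe sets, where 2731 are expected with no change, and the groups did not overlap for 11.6% of probe sets, where chance gives 10%. Without nsEP replicate 3 the count was 30, of which 20 were among the 32, without nsEP replicate 2 it was 15, and without sham replicate 1 or sham replicate 3 it was 18 with 0 lower. The methods' t-test after Benjamini-Hochberg adjustment called 0 probe sets (3325 at an unadjusted p under 0.05), and limma without the variance trend called 7, under which 4 of the 12 named genes that changed were still called. The count was 14 with only the 6 arrays of the comparison, 63 with dim probe sets left out and 52 with array weights, and with arrays scaled to the poly-A spike-ins, chosen after seeing the data, it was 12 higher and 0 lower.

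The immediate early list had 6 of its 27 measured genes higher and 0 lower, or 10 higher when adjusted over the list alone, with a median log2 ratio of 0.59, 0.61 above that of all genes. Its camera adjusted p was 1.52e-23, and adjusted p = 0.0215 with an estimated correlation. In the list of the integrated stress response under ATF4, the programme that follows arrest of translation, CHAC1 alone of 22 genes passed at the probe set that stood for it (another probe set of PPP1R15A passed with 2.30), against 10 higher when adjusted over the list alone, with a median of 0.42 (adjusted p = 4.45e-18, and adjusted p = 0.0328 with an estimated correlation). With an estimated correlation, neither list was called without nsEP replicate 3, without sham replicate 3 or without the variance trend. The ATF4 list was also not called without sham replicate 2 or nsEP replicate 2, with centred arrays or with the replicate number as a block. The MAPK phosphatases and feedback inhibitors had DUSP16 higher among 18 genes, or 4 higher and 1 lower when adjusted over the list alone, with a median of 0.38 (adjusted p = 1.34e-06, and adjusted p = 0.112 with an estimated correlation). The MAPK proteins of the bead panel had JUN higher among 8 genes, also when adjusted over the list alone, at a camera adjusted p of 0.00675 (adjusted p = 0.0855 with an estimated correlation).

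A further 6 lists were higher as a whole by camera at its preset correlation although 0 of their members passed over all probe sets. They were cholesterol synthesis and uptake (15 genes, median 0.41, adjusted p = 3.82e-05, and adjusted p = 0.321 with an estimated correlation), NRF2 antioxidant genes (19 genes, median 0.20, adjusted p = 0.00225, and adjusted p = 0.346 with an estimated correlation) and heat shock chaperones (23 genes, median 0.12, adjusted p = 0.0143, and adjusted p = 0.346 with an estimated correlation). The others were membrane repair and phospholipid scrambling (20 genes, median 0.11, adjusted p = 0.0250, and adjusted p = 0.346 with an estimated correlation), cytosolic ribosomal proteins (18 genes, median 0.16, adjusted p = 0.0289, and adjusted p = 0.631 with an estimated correlation) and nuclear encoded oxidative phosphorylation (22 genes, median 0.10, adjusted p = 0.0410, and adjusted p = 0.516 with an estimated correlation). When adjusted over the list alone, 1 chaperone was higher and 0 genes of the other 5 lists were called. Except for cholesterol, these calls each ended under several alternatives. Without nsEP replicate 3 the chaperone (adjusted p = 0.111), NRF2 (0.074), ribosomal (0.313) and oxidative phosphorylation (0.457) calls ended, without sham replicate 2 the same lists (0.0975, 0.181, 0.566 and 0.434), without sham replicate 1 the chaperone (0.0744), membrane repair (0.158) and ribosomal (0.0556) calls, without nsEP replicate 2 membrane repair (0.390) and without nsEP replicate 1 oxidative phosphorylation (0.0978). Under quantile normalization the chaperone (0.0701), ribosomal (0.840) and oxidative phosphorylation (0.4996) calls ended too.

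Among the lists that camera did not call, CD69 and ICOS, surface proteins of activated T cells, had log2 ratios of 2.13 ± 0.35 (adjusted p = 0.0654) and 3.39 ± 0.71 (0.188). ICOS lay in the dimmest quartile in sham and had 1.67 with 32 signal units added. In this list, 2 of 16 T cell activation genes were higher when adjusted over the list alone. RGS2 was the 1 gene of 26 to pass in the calcium and phosphoinositide list, also when adjusted over the list alone. In hypoxia and glycolysis 1 of 19 genes, and in apoptosis regulators 1 of 19, was higher when adjusted over the list alone. VEGFA, a vessel growth factor, had 1.03 ± 0.25 and PMAIP1, a BH3-only protein, 0.84 ± 0.21, neither past the threshold over all probe sets. The apoptosis list had a median of -0.01 and a mean of 0.01. There were 0 calls, over all probe sets or adjusted over the list alone, in the endoplasmic reticulum unfolded protein response (17 genes), the oxidative stress proteins of the bead panel (5), p53 targets (18), NF-kB targets (19), actin and YAP or SRF targets (17), the G2 and M (20) and G1 and S (21) cell cycle lists and reference genes (12). The same held for markers of T cell identity (22), myeloid cells (20) and B cells (11) and for genes restricted to other organs (36).

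The lists that the study had picked from these samples are not independent evidence, and were counted at the probe set that stood for a gene. The top table of higher genes had 5 of 16 higher (7 when adjusted over the list alone). The shared table of higher genes had 4 of 39 (18), and the table on mechanical stress had 4 of 21 (6). At other probe sets, with the study's listed values, PPP1R15A (2.30), NDUFA10 (2.29), DUSP10 (1.82) and KLF6 (1.47) of the shared table also passed. EGR4 (4.47) of the top table passed in this way too, and DUSP10 and EGR4 are also in the mechanical stress table. The top table of lower genes had 0 of 19 lower over all probe sets and 7 when adjusted over the list alone, and the shared table of lower genes 0 of 17 in both counts. Camera called these lists, also with an estimated correlation, except the shared table of lower genes (adjusted p = 0.0622, and adjusted p = 0.2003 with an estimated correlation). Fry, which does not set a list against other genes, called that list (adjusted p = 0.0289, and adjusted p = 1.05e-06 in its mixed form).

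At the thresholds stated in the study, 215 probe sets were higher and 206 lower after nsEP. Of these 421, 392 (93.1%) lay below the median signal of all probe sets. Among the rest, 24 were higher and 5 lower, and 19 of the 421 (4.51%), FOS, EGR1 and JUN among the genes they read, also passed limma's adjusted p. After adding 32 signal units before the log2, 16 probe sets were left, and with dim probe sets left out, 29. The count was 509 without nsEP replicate 3, and 639 without nsEP replicate 1. After heat shock 1003 were higher and 158 lower, 79.2% of the 1161 below the median signal, and 567 also passed limma's adjusted p. The higher share was 86.4%, against 64.2% under quantile normalization, 67.0% with arrays centred on their medians and, in a setting chosen after seeing the data, 11.6% (223 higher and 1693 lower) with arrays scaled to the poly-A spike-ins. With 32 signal units added 234 were left, 89.3% of them higher, and with dim probe sets left out 241, 80.1% of them higher.

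**Figure D2:**
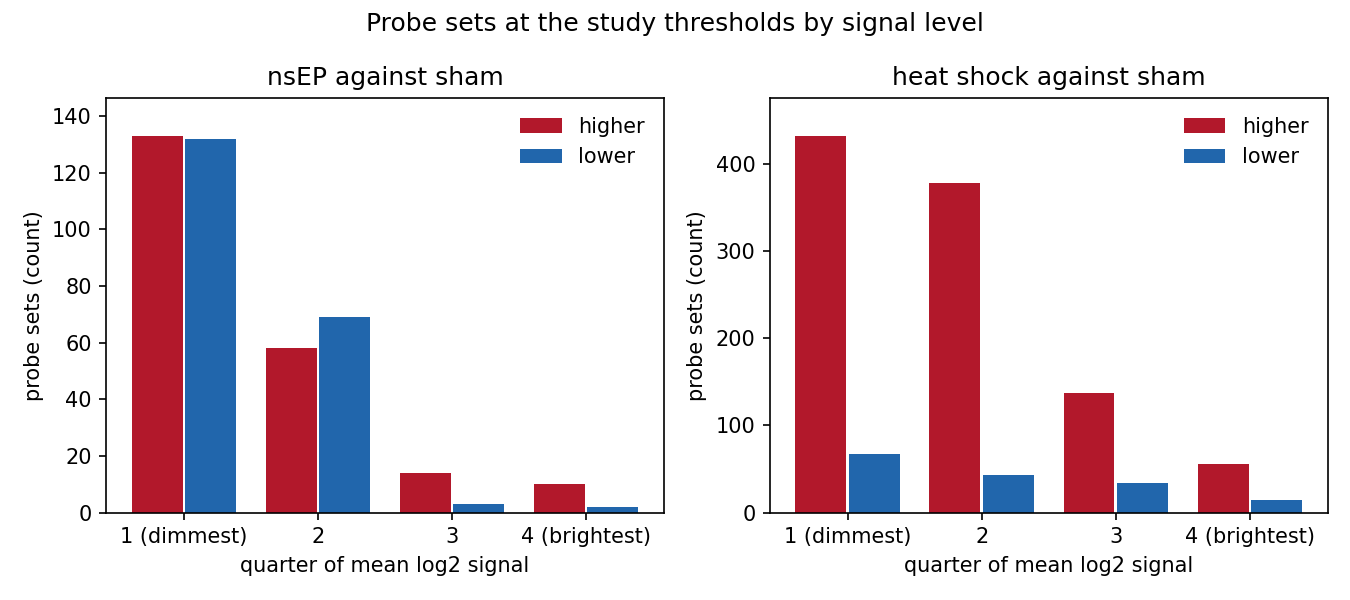
Number of probe sets at the study thresholds (vertical axis) in each quartile of mean log2 signal, from the dimmest to the brightest, for nsEP and heat shock against sham; bars are higher and lower probe sets. After nsEP the brightest quartile held 10 higher and 2 lower probe sets, and after heat shock the dimmest held 432 and 67 and the brightest 56 and 14.

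Heat shock against sham shows what a known stress did to the same cells. HSPA6 rose by 8.77 ± 0.30 on the log2 scale, 435-fold, and of the other chaperones, which refold proteins, CRYAB rose by 5.94 ± 0.65, SERPINH1 by 5.41 ± 0.68, HSPA1L by 5.11 ± 0.45 and DNAJB1 by 3.14 ± 0.14 (SE, n = 3 against 3). FOS rose by 9.20 ± 0.40, FOSB by 6.57 ± 0.34, EGR1 by 6.43 ± 0.27 and JUN by 4.83 ± 0.16, 28.4-fold. RGS2 rose by 6.87 ± 0.27, PCK1, an enzyme of glucose synthesis, by 7.04 ± 0.65, RPPH1, the RNA of ribonuclease P, by 6.24 ± 0.32, and the growth arrest genes GADD45G and GADD45B by 5.59 ± 0.61 and 5.46 ± 0.21. Transcripts of T cell identity were among those that fell. TRAT1, an adaptor of the T cell receptor, fell by 2.16 (SE 0.32), CD2, an adhesion receptor, by 1.79 (SE 0.17) and CD28, a costimulatory receptor, fell by 1.01 (SE 0.19) on the log2 scale, while MIR142 fell by 3.14 (SE 0.19), MED4, a subunit of Mediator, fell by 2.56 (SE 0.22) and GEMIN4, of the SMN complex, fell by 2.61 (SE 0.25).

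Adjusted p-values were 1.01e-08 for HSPA6 and JUN, 5.96e-08 for FOS, 4.78e-08 for EGR1, 1.03e-07 for DNAJB1, 0.000277 for CRYAB, 0.00204 for TRAT1 and 7.39e-05 for CD2. DUSP16 rose by 3.55 ± 0.37, DUSP1 by 3.38 ± 0.25, DUSP10 by 2.52 ± 0.28, ATF3 by 2.76 ± 0.21 and HMOX1 by 1.47 ± 0.32 (adjusted p = 0.0239), while HPRT1 had 0.31 ± 0.15 (adjusted p = 0.292) and EGR4 0.43 ± 0.33 at its brightest probe set, while another passed with 5.21, or 2.36 with 32 signal units added. C17orf99 rose by 5.87 ± 0.67. In sham PCK1, C17orf99, FOS, FOSB, GADD45G, DUSP16, SERPINH1 and HSPA1L lay in the dimmest quartile, PCK1 at 0.42, and with 32 signal units added their rises were 2.65, 3.40, 6.92, 5.14, 3.46, 2.20, 3.84 and 3.42, all past the threshold. Further large falls were CARD8-AS1 (-3.81), LRRC10B (-3.14), ZBTB42 (-3.12), LINC01355 (-2.58), CHRNA9 (-2.51), PARS2 (-2.49) and TNFSF10 (-2.32), which codes for the death ligand TRAIL. After heat shock CARD8-AS1, LRRC10B and ZBTB42 lay in the dimmest quartile, and with 32 signal units added they had -2.44, -1.88 and -1.99. Calls on HMOX1 (adjusted p = 0.0513 to 0.0914) and LRRC10B (0.0553 to 0.0957) ended when 1 array was left out, with each of the 6 for HMOX1 and each except heat shock replicate 1 for LRRC10B, and those on LINC01355 without sham replicate 1 (0.0672) and CD28 without heat shock replicate 1 or sham replicate 2 (0.0612 to 0.0639). Scaling to the poly-A spike-ins, which were 1.03 higher than in sham, would take 1.03 off each log2 ratio, so the direction of smaller rises is not settled. In all, 987 probe sets were higher and 1289 lower, and the groups did not overlap for 26.5% of probe sets against 10% by chance. Without the variance trend 558 were higher and 279 lower, and the methods' t-test with Benjamini-Hochberg adjustment called 228 higher and 149 lower. The split depended on the test and on scaling, since 714 were higher and 3857 lower with arrays centred on their medians, a higher share of 15.6% in place of 43.4%, and 157 were higher and 3605 lower with arrays scaled to the poly-A spike-ins, a setting chosen after seeing the data. Without nsEP replicate 3, which enters the shared estimate of spread, 1356 were higher and 1756 lower. Leaving out an array also moved the total by over 1.5 times, to 1363 without sham replicate 1, 1176 without sham replicate 2, 1392 without sham replicate 3, 1130 without heat shock replicate 1, 1421 without heat shock replicate 2 and 1253 without heat shock replicate 3.

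After heat shock 13 of 23 chaperones were higher and 0 lower (17 higher when adjusted over the list alone), with a median of 0.79, 0.66 above all genes (adjusted p = 3.58e-19, and adjusted p = 0.0464 with an estimated correlation, a call that ended without sham replicate 1 or 3, without heat shock replicate 1 or 3, with centred arrays and without the variance trend). Of 27 immediate early genes 15 were higher and 0 lower (19 and 1 when adjusted over the list alone), with a median of 2.06, 1.92 above all genes (adjusted p = 5.36e-20, and adjusted p = 0.0516 with an estimated correlation). Hypoxia and glycolysis had 3 of 19 higher, or 4 when adjusted over the list alone, namely over all probe sets ADM, a vasodilator peptide, with 4.19 ± 0.32, VEGFA with 2.65 ± 0.25 and SLC2A3, a glucose transporter, with 1.71 ± 0.29 (adjusted p = 0.0107, and adjusted p = 0.334 with an estimated correlation), a list call that ended with arrays centred on their medians. The MAPK proteins of the bead panel had JUN and HSPB1 higher of 8, or 3 when adjusted over the list alone (adjusted p = 0.00930, and adjusted p = 0.124 with an estimated correlation). T cell identity had 3 of 22 lower, or 5 when adjusted over the list alone, with a median of -0.25 relative to all genes (adjusted p = 0.0339, and adjusted p = 0.453 with an estimated correlation), a call that ended without heat shock replicate 1 (0.131) or sham replicate 2 (0.0700). CD14, a monocyte receptor, rose by 4.78 ± 0.69 from the dimmest quartile (2.16 with 32 signal units added) and was the 1 of 20 myeloid markers to pass, with 2 higher when adjusted over the list alone (list adjusted p = 0.0174, and adjusted p = 0.453 with an estimated correlation), a list call that ended without heat shock replicate 2 (0.104).

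Camera also called lists with 0 members past the threshold over all probe sets. Ribosomal proteins had a median 0.33 above all genes (adjusted p = 0.000158, and adjusted p = 0.453 with an estimated correlation), a call lost under quantile normalization (median 0.01). Oxidative phosphorylation lay 0.22 above all genes (adjusted p = 0.000122, and adjusted p = 0.392 with an estimated correlation), a call lost with centred arrays. The oxidative stress bead panel had 3 of 5 higher when adjusted over the list alone (adjusted p = 0.0417, and adjusted p = 0.345 with an estimated correlation), and the actin list 0 of 17 (adjusted p = 0.0459, and adjusted p = 0.345 with an estimated correlation), and both calls ended under quantile normalization, with centred arrays and without several single arrays, namely sham replicate 3 and heat shock replicate 2 for both, sham replicate 1 and heat shock replicate 3 for actin, and sham replicate 2 and heat shock replicate 1 for the bead panel. The actin call also ended with the replicate number as a block (adjusted p = 0.0514). The bead panel call also ended without the variance trend (0.0809) and with the probe sets of a gene averaged (0.0745). Single genes of lists that camera did not call also changed. Of the MAPK phosphatases 5 of 18 were higher and 2 lower (6 and 2 when adjusted over the list alone). In the ATF4 list PPP1R15A, which restores translation, rose by 2.62 ± 0.26, CHAC1 by 2.22 ± 0.27 and DDIT4 by 1.68 ± 0.21, and 2 of 22 fell, ATF5 with -1.35 among them (3 higher and 2 lower when adjusted over the list alone). PCNA, the sliding clamp of replication, fell by 1.41 and CCNE2, a G1 cyclin, fell by 0.87 on the log2 scale in the G1 and S list, KIF11, a spindle motor, fell by 0.86 in the G2 and M list, and 3 were lower and 0 higher in the former and 1 lower in the latter when adjusted over the list alone. CASP8 fell by 1.05 and XIAP fell by 1.04 while MCL1 rose by 0.83 ± 0.14 among the apoptosis regulators, of which 1 was higher and 3 lower (2 and 5 when adjusted over the list alone).

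In the remaining lists the members past the threshold were IER3 with 2.48 and NFKBIZ with 1.70 (NF-kB), GADD45A with 1.51, MDM2 with -0.94 and ZMAT3 with -0.70 (p53), HERPUD1 with 1.26 and SEL1L with -1.10 (unfolded protein response), HMOX1 and TXNRD1 with -0.57 (NRF2), MVK with 0.95 (cholesterol), RGS2 and PLCB1 with -0.86 (calcium), TMEM30A with -0.85, ANXA11 with 0.82, VPS4B with -0.65 and CHMP2A with 0.54 (membrane repair) and CD28 (T cell activation). Of these, the calls on ZMAT3, TXNRD1, VPS4B and CHMP2A ended without any 1 of the 6 arrays, on MVK and ANXA11 without 5 of them, on HERPUD1 and PLCB1 without 3 and on SEL1L and TMEM30A without 2 (adjusted p up to 0.168), and the call on KIF11 without 5. MDM2, TXNRD1 and MVK took the other sign when the probe sets of a gene were averaged. Reference genes, B cell markers and genes restricted to other organs had 0 called over all probe sets and adjusted over the list alone, and the median of the reference genes changed sign with the scaling (0.23, and -0.04 under quantile normalization). Median, mean and camera direction differed in sign for T cell activation, p53, calcium, apoptosis and NRF2. The study's own lists, not independent evidence, had 5 of 16 (top higher), 9 of 39 (shared higher) and 5 of 21 (mechanical) genes higher, and 1 of 19 (top lower) and 0 of 17 (shared lower) lower.

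**Figure D3:**
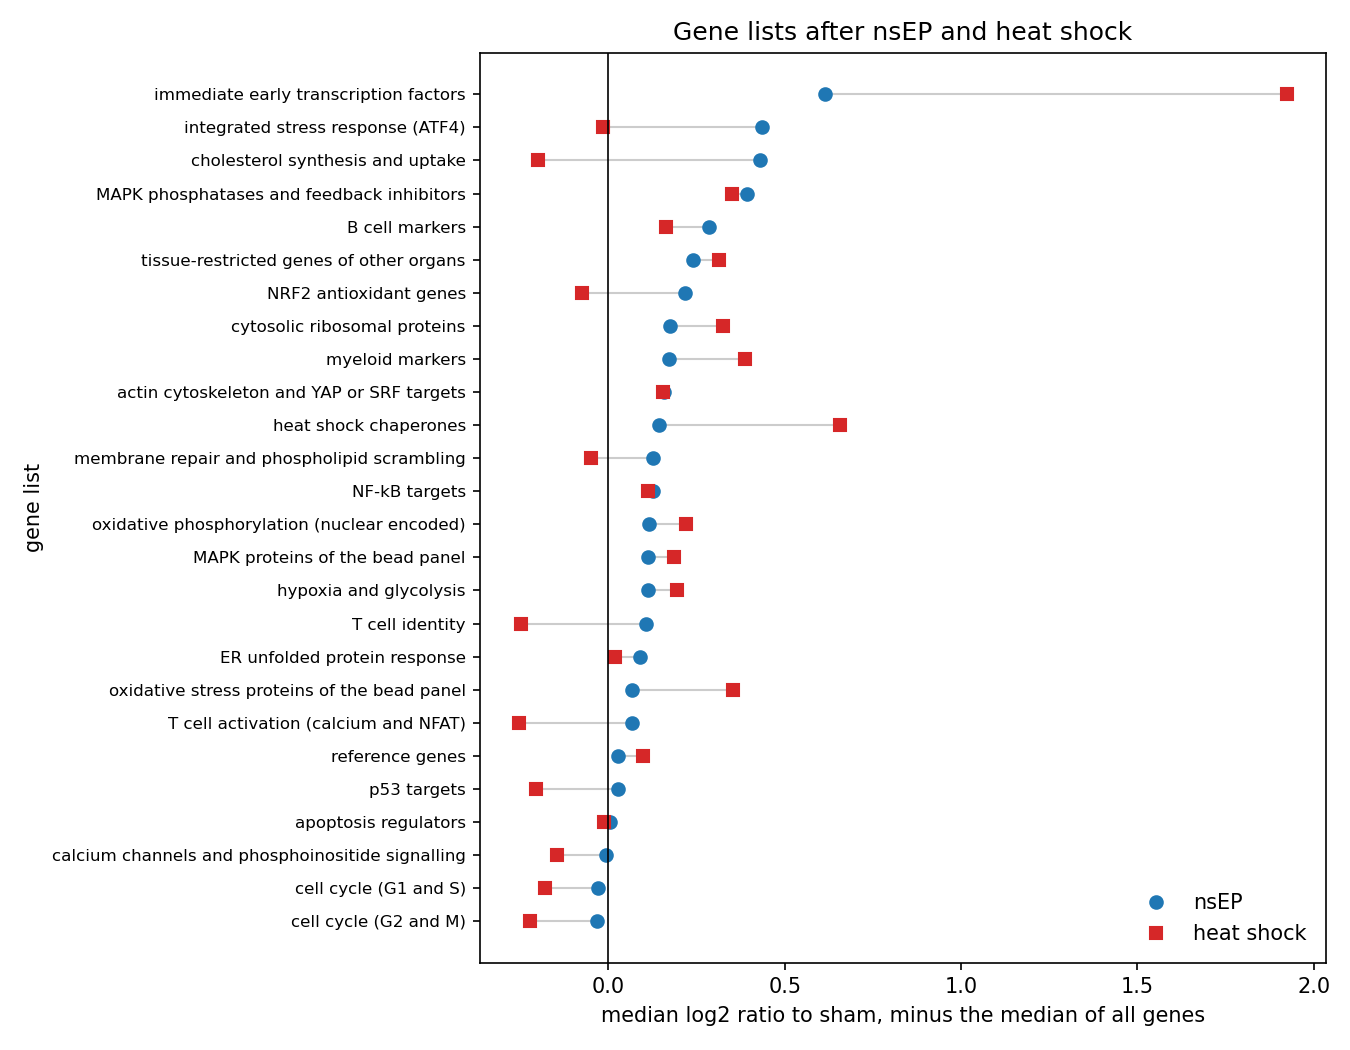
Median log2 ratio against sham of the 26 lists not picked by the study, less the median of all genes (horizontal axis, log2), with nsEP as circles and heat shock as squares. Immediate early genes lay at 0.61 after nsEP and 1.92 after heat shock, and heat shock chaperones at 0.14 and 0.66.

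Setting nsEP against heat shock tests whether the exposures differed in their effect, since both shared the sham arrays. Chaperones and immediate early genes were among the lower genes after nsEP, with list medians of -0.53 and -1.17 relative to all genes. HSPA6 was lower after nsEP than after heat shock, with a log2 ratio of -7.37 ± 0.30, as were SERPINH1 with -6.21 ± 0.68, CRYAB with -6.03 ± 0.65 and DNAJB1 with -2.74 ± 0.14 (SE, n = 3 against 3). RPPH1 had -5.94, PCK1 -5.93, ARC, an immediate early gene of neurons, -5.87, SNAI1, a repressor, -5.76, C17orf99 -5.57, GADD45G -5.17 and GADD45B -4.98. After nsEP SERPINH1, PCK1, ARC, SNAI1, C17orf99 and GADD45G lay in the dimmest quartile, and with 32 signal units added their log2 ratios were -4.17, -2.58, -2.99, -3.79, -3.31 and -3.32. FOS was lower with -1.93 ± 0.40, EGR1 with -1.49 ± 0.27 and JUN with -1.36 ± 0.16, whereas DUSP16 had 0.28 ± 0.37, ATF3 -0.46 ± 0.21 and DUSP10 -0.97 ± 0.28, which did not pass (adjusted p = 0.746, 0.263 and 0.0679). On the other side ICOS was higher after nsEP by 3.40 ± 0.71 and CD69 by 2.43 ± 0.35, with TRAT1 higher by 2.31 ± 0.32, CD2 by 1.75 ± 0.17 and CD28 by 1.28 ± 0.19, next to CARD8-AS1 (3.07), PARS2 (2.67), GPR18 (2.52), CHRNA9 (2.52), MED4 (2.45), ZBTB42 (2.44) and GTF2B (2.35). After heat shock ICOS, CARD8-AS1 and ZBTB42 lay in the dimmest quartile, and with 32 signal units added they had 1.65, 1.81 and 1.43. Poly-A spike-ins averaged 10.36 ± 0.70 after nsEP and 11.31 ± 0.33 after heat shock (SD, n = 3 each). Scaling to them would raise each log2 ratio of this comparison and shrink the falls. Whether FOS, EGR1 and JUN would still pass was not tested.

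Adjusted p-values were 1.14e-07 for HSPA6, 0.0150 for FOS, 0.00733 for EGR1, 0.000523 for JUN, 0.0157 for ICOS and 0.00170 for CD69. The call on FOS ended without nsEP replicate 1, heat shock replicate 1 or heat shock replicate 2 (adjusted p = 0.0542 to 0.0665) and that on ICOS without nsEP replicate 2 or heat shock replicate 3 (0.0667 to 0.0819). In all 1261 probe sets were higher after nsEP and 1446 lower, with no overlap of the groups for 23.1% of probe sets against 10% by chance, and 4018 were called without nsEP replicate 3. With arrays centred on their medians 3819 were higher and 973 lower, and with arrays scaled to the poly-A spike-ins, chosen after seeing the data, 1781 and 139. Without the variance trend 300 were higher and 800 lower. The count was 1450 without heat shock replicate 1, 1764 without heat shock replicate 2, 1343 without heat shock replicate 3 and 1498 without nsEP replicate 2. Chaperones were lower after nsEP in 13 of 23 (14 when adjusted over the list alone; adjusted p = 2.64e-16, and adjusted p = 0.0917 with an estimated correlation) and immediate early genes in 13 of 27 (13 lower and 1 higher when adjusted over the list alone; adjusted p = 1.17e-08, and adjusted p = 0.412 with an estimated correlation). The ATF4 list had 5 of 22 higher, among them SLC7A11, the cystine transporter, with 1.80 ± 0.34, and 2 lower (11 and 2 when adjusted over the list alone; adjusted p = 0.000176, and adjusted p = 0.412 with an estimated correlation).

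Cholesterol synthesis had SQLE, SC5D and IDI1 higher of 15, at 1.29, 1.08 and 0.92 (4 higher and 1 lower when adjusted over the list alone; adjusted p = 0.0311, and adjusted p = 0.626 with an estimated correlation), hypoxia ADM, VEGFA and SLC2A3 lower of 19 (3 when adjusted over the list alone; adjusted p = 0.0311, and adjusted p = 0.412 with an estimated correlation) and T cell identity TRAT1, CD2 and CD28 higher of 22 (6 when adjusted over the list alone; adjusted p = 0.0130, and adjusted p = 0.465 with an estimated correlation). Markers of other cell types were lower, namely CD14 with -4.45 (adjusted p = 0.00286), the 1 of 20 myeloid markers to pass, and GH1 with -2.86 and SFTPB with -1.10, the 2 of 36 genes restricted to other organs to pass, although camera called neither list. With 32 signal units added CD14 had -2.12 and GH1 -1.33, and the calls on GH1 and SFTPB ended without each of the 6 arrays, except nsEP replicate 3 for SFTPB (adjusted p up to 0.139 and 0.148). Calls also ended on SC5D without nsEP replicate 2, heat shock replicate 2 or heat shock replicate 3 (up to 0.0749), on IDI1 without nsEP replicate 2 or heat shock replicate 3 (up to 0.0590) and on SLC2A3 without heat shock replicate 3 (0.0567). Ribosomal proteins and oxidative phosphorylation were called lower with 0 members past the threshold (adjusted p = 0.0223 and 0.0130, and adjusted p = 0.641 and 0.584 with an estimated correlation). Of these 5 lists, all but T cell identity lost the call with centred arrays or quantile normalization, and each lost it without at least 1 array, T cell identity without heat shock replicate 1 or nsEP replicate 3. Median, mean and camera direction differed in sign for MAPK phosphatases, G2 and M, G1 and S, the unfolded protein response, apoptosis, B cell markers and the study's top table of higher genes.

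The last question was how far nsEP and heat shock moved the same genes. Of the 28 probe sets higher after nsEP, 20 were also among the 987 higher after heat shock, those of FOS, EGR1 and JUN included, and 8 were not called after heat shock. Of the 4 lower, those of MIR142 and ST3GAL2 were among the 1289 lower after heat shock and the other 2 were not called. Independent lists would share 0.506 and 0.0944 probe sets, and 50 simulations of unchanged groups with the same sham arrays shared 0 in both directions. Those simulations called 0.06 higher and 0.04 lower probe sets for nsEP on average, so almost nothing could be shared and the 0 tests little. The values for independent lists leave out the shared sham arrays, and the simulations leave out the effects. Part of the overlap may come from the shared arrays, which are too few to be split. Of the 28, 13 were lower after nsEP than after heat shock and 6 higher. The 6 were probe sets of CMAHP (a log2 ratio of 1.99 between the exposures), SLC30A1, a zinc exporter (2.07), NDUFA10 (1.35), TERF2, a telomere binding protein (1.24), GABPB1 (1.06) and EDRF1 (1.74), genes named after their values were seen, and for none of them was it the probe set that stood for the gene. At the probe set that stood for a gene, all 10 genes higher after nsEP were called higher after heat shock. Both lower genes were called lower. Of the 10, 6 were lower after nsEP than after heat shock and 0 higher. These counts of lower and higher between the exposures were not repeated with arrays scaled to the poly-A spike-ins. Over 19775 genes, which are not independent replicates, the log2 ratios of the exposures had a Pearson correlation of 0.398 and a Spearman correlation of 0.349. As both ratios hold the same sham arrays, 50 simulations of unchanged groups gave a correlation of 0.4998, so the correlation by itself shows no shared change. The covariance was 0.176 against 0.139 simulated.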

Values the study reported

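For Jurkat cells exposed to nsEP the study gave 215 genes as higher and 206 as lower, at a log ratio of at least 2 in size and p of 0.05 or less. The discussion gave about 1200 genes as changed by heat shock, a rounded figure not split by cell line. The caption of a supplementary figure gave exact counts for heat shocked Jurkat cells at the same thresholds. Its count of lower genes equalled the count of lower probe sets found here, and its count of higher genes was slightly larger. The log ratio of FOS after nsEP was given as 7.269. By array JUN was given as 9-fold higher after nsEP, and as 3-fold by quantitative PCR. DUSP10 was given as 2.5-fold higher by array and as 5-fold by quantitative PCR.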

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

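The tests on 28S ribosomal RNA were chosen only after the result was seen. P-values of the Affymetrix control probe sets, which the comparisons did not use, were adjusted over these 62 alone and not over the 54613. A call on a control was thus not held to the threshold used elsewhere, and whether it would pass there was not tested. Some of the control probe sets were above sham. After nsEP these were 2 of the 28S probe sets, and 0 of the other control families were called. After heat shock the hybridization, ACTB, Alu and trp controls had 0 called. The mean of 3 probe sets for 28S ribosomal RNA was 0.64 higher on the log2 scale after nsEP (SE 0.17) and 2.03 higher after heat shock, in 3 of 3 arrays each. After heat shock the mean was also 1.095 higher for 18S ribosomal RNA, where 2 of 3 probe sets passed, 0.49 higher for the GAPDH controls, where 1 of 3 passed (adjusted p = 0.0303), and 1.03 higher for the poly-A spike-ins, added RNAs of bacterial genes, where 24 of 24 passed (largest adjusted p = 0.0450).

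The rise of 28S signal was uneven along the RNA after nsEP. The 5 prime probe set rose by 1.70 (adjusted p = 2.85e-06) and the middle one by 0.74 (adjusted p = 0.00695), while the 3 prime one had -0.51 (adjusted p = 0.982). Against array scaling as the whole cause, the 5 prime probe set stayed 1.58 (SE 0.409) higher after nsEP and 2.48 (SE 0.228) after heat shock once the change in the hybridization controls was taken off, while the middle one after nsEP, at 0.62 (SE 0.408), left it open. More ribosomal RNA of every kind in the labelled target (18S at -0.083, SE 0.609, after nsEP) and RNA degradation (3 prime less 5 prime signal of ACTB 0.64 after nsEP against 0.79 ± 0.41 in sham, SD, n = 3) cannot be told apart from the exposure with these spreads. A biological candidate explanation, more ribosomal RNA precursor, was not tested. The probe set of RNA45SN5 in the report was not shown to tell precursor from mature RNA.

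Of the probe sets at the study thresholds after nsEP, 93.1% lay below the median signal, as noise of dim probe sets would give. Leaving out nsEP replicate 3 gave 509, fewer than the 639 and 550 without either of the other nsEP arrays, so its standing apart may add to the list too, although leaving out any 1 of the 6 arrays gave 477 or more. The 10 splits of the 6 arrays are too few for a share under 0.05. The real split gave 421, the highest other 517, and 2 splits gave at least 421. These values say nothing against the change in FOS, EGR1 or JUN, which also passed the adjusted p.

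After heat shock 86.4% of the probe sets at the study thresholds were higher. Under quantile normalization 64.2% were, and at or above the median signal 80.1% of 241 (SE 2.57). With 32 signal units added, which damps dim probe sets, 89.3% of 234 were, so the tests of a lift of dim probe sets point different ways. Array scaling and such a lift may each account for part of the excess. They cannot be told apart from a biological rise, because the groups differ in their overall distribution of signal. The 10 splits of these 6 arrays are too few for a share under 0.05, with 1161 in the real split, 502 in the highest other and 1 split as large. The same holds for the limma counts of 32, 2276 and 2707, where the highest other split gave 0 and 1 split was as large in each comparison.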

How the results depend on the processing

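Scaling to the poly-A spike-ins was chosen only after the result was seen, as was leaving nsEP replicate 3 out of the comparison of heat shock with sham. The count of 32 probe sets for nsEP against sham went to 63 with dim probe sets left out, which tests fewer probe sets, to 52 with array weights, 14 with only 6 arrays, which leaves fewer samples for the spread, 7 without the variance trend, 0 by the methods' t-test with Benjamini-Hochberg adjustment (3325 at an unadjusted p under 0.05), 12 scaled to spike-ins and from 15 to 36 with an array left out. For heat shock against sham 2276 went to 4571 centred on array medians, 837 without the trend (558 higher and 279 lower), 377 by the methods' t-test, 3762 scaled to spike-ins and from 1130 to 3112 with an array left out. For nsEP against heat shock 2707 went to 4792 centred, 1100 without the trend (300 higher and 800 lower), 124 by the methods' t-test and from 1343 to 4018 with an array left out. At the study thresholds the nsEP count of 421 went to 16 with 32 signal units added, 29 without dim probe sets, 252 by the methods' t-test paired on the replicate number, a pairing the methods do not state, and from 477 to 639 with an array left out, and the heat shock count of 1161 to 234, 241, 1916 scaled to spike-ins, and from 1085 to 1181. The correlation over genes of 0.398 was 0.346 with 32 units added, 0.336 without dim genes and 0.315 to 0.488 with an array left out. The replicate number as a block gave 31, 2268 and 2544 probe sets for the comparisons and a correlation of 0.398, and the deviations of arrays with the same number correlated at 0.13 to 0.21 for replicate 2 and at -0.16 to 0.07 for replicates 1 and 3, so that not every pair varied together. The block ended 1 list call at the preset correlation, actin after heat shock (adjusted p = 0.0514), and with an estimated correlation kept 3 of 6 after nsEP, the ATF4 list not among them, and 1 of 2 after heat shock. Of 154 calls among named genes 91 were left without the trend, and of 35 list calls at the preset correlation, the other settings with all arrays gave 26 to 35. With the probe sets of a gene averaged, TXNRD1 went to 1.69, MDM2 to 0.049 and MVK to -0.056 after heat shock, and NFATC1 to -0.10, MCL1 to 0.063 and PDS5B to -0.28 between nsEP and heat shock. Except where named above, the cause was not tested. Signal over background limits the dim probe sets.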

Other observations

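The gene families below were picked after seeing the data, from 98 families of symbols, and the tests of the cell cycle list and of histone genes bright in sham were chosen only after the result was seen. After heat shock 17 of 56 histone genes, which code for the proteins that package DNA, were higher and 0 lower, with a median log2 ratio of 1.16, 1.03 above that of all genes (camera adjusted p = 2.43e-08, and adjusted p = 0.498 with an estimated correlation). H2AC17 rose by 3.99 ± 0.29 (adjusted p = 8.92e-06), H2AC14 by 3.83 (2.64 with 32 signal units added, as its sham mean lay in the dimmest quartile), H3C2 by 3.19, H4C11 by 2.16 and H2BC5 by 1.92 (n = 3 against 3). The 42 genes of the histone clusters, whose transcripts normally end in a stem loop, had a median of 1.34, with 16 higher. The 14 genes sorted as replacement histones, taken here to have transcripts with a poly-A tail, had 0.23, with 1 higher. The tail was not checked gene by gene. The clustered genes had 1.15 under quantile normalization and 1.04 with arrays centred on their medians, while the replacement genes turned to -0.06 and -0.07.

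Of 502 genes named ZNF, which code mostly for DNA binding proteins, 48 were lower and 7 higher after heat shock, with a median of -0.20, and -0.34 relative to all genes (camera adjusted p = 0.000229, and adjusted p = 0.493 with an estimated correlation). Their median was -0.30 under quantile normalization, with 49 lower and 6 higher, and -0.51 with centred arrays, with 119 lower and 4 higher. The ZBTB transcription factors had 8 of 48 lower (adjusted p = 0.00813, and adjusted p = 0.551 with an estimated correlation) and the Mediator subunits 5 of 30 (adjusted p = 0.00763, and adjusted p = 0.493 with an estimated correlation), with 0 higher in both. Olfactory receptors, 102 genes of another tissue, had 0 higher and 0 lower, but a median 0.32 above all genes, which camera called (adjusted p = 0.0476, and adjusted p = 0.551 with an estimated correlation), and 70 of them lay below the median signal.

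A candidate explanation of the higher clustered histone genes is that transcripts which normally lack a poly-A tail gained one, since labelling that starts from the tail would then read them. The median of clustered genes lay 1.11 above that of replacement genes, as this needs, although the split by tail was not checked gene by gene. More cells in S phase would raise the G1 and S list too, but its median lay at -0.18 relative to all genes (quartiles -0.44 and -0.03). A lift of dim probe sets was not excluded, although 74.6% of the histone median was left after genes of like signal were subtracted. The 13 histone genes bright in sham had 0.24 left of 0.37 (bootstrap SE 0.23), with 3 called higher. Only 6 of these 13 were clustered, with log2 ratios of 0.60 to 2.16, while the replacement genes among them had -0.65 to 0.37. The median of this mixed set thus does not test the lift for clustered genes. Tails were not measured here.

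Probe sets listed without a gene were frequent among the rises after heat shock. At or above the median signal they made up 25.6% of 665 higher calls and 7.24% of 1257 lower calls, a ratio of 3.53, against 13.6% of the probe sets tested there. The ratio was taken under the deposited scaling alone, and the numbers of higher and lower calls depend on scaling. The third quartile of signal held 368 higher and 208 lower calls, and the brightest held 297 and 1049. A rise of unannotated transcribed sequence after heat shock could give such a ratio, but the difference in signal and other explanations were not tested.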
